A study of Homo sapiens with 1 sample. Its data were reported in "Tumor-specific lncRNA IGF1R-AS1 trans-regulates chromatin interactions associated with oncogenic MYC signaling" (2026).

How the data were processed

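One library from VCaP cells, an established human prostate cancer cell line, was analysed. Per the labels, total RNA was reverse-transcribed with an oligo(dT) primer carrying an anchor sequence, and the cDNA was then amplified towards its 3′ end (3′ RACE, for rapid amplification of cDNA ends). In this method, PCR runs from a gene-specific primer to the anchor added at the poly(A) tail, so the products run from the primer to the 3′ end of the transcript. The forward primer was placed near the start of exon 1 of the antisense long non-coding RNA *IGF1R-AS1*. The labels write this target without the R. The primer sequence was therefore placed on the genome, where it lay inside *IGF1R*, and the name *IGF1R-AS1* is used throughout. The products were sequenced as PacBio Iso-Seq long reads. The extraction protocol in the labels spoke of 6 cell lines, and the other lines were not analysed here.

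Before deposition, the authors made circular consensus reads from the subreads and removed primers with LIMA. Poly(A) tails and concatemers were removed with ISOSEQ3, which also clustered the full-length reads into high-quality isoforms. The isoforms were mapped to GRCh38 with minimap2, collapsed into non-redundant isoforms and counted; the tool used for collapsing was not stated. The deposited values are counts of full-length reads per collapsed isoform, not normalised. The file header defined further count columns that add non-full-length reads, and these were identical to the first column for every isoform. The deposited fraction is the count divided by the total number of full-length reads, mapped or unmapped, per the file headers. Each isoform has an identifier made of a locus number and an isoform number (PB.locus.isoform). No gene name, position or sequence accompanied the identifiers in the table analysed here, so no locus was assigned to a gene.

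The sums of reads per isoform and per locus were computed in Python (3.11.15) with pandas (2.3.3), numpy (2.4.6) and scipy (1.17.1). The first number of the identifier was taken as the locus. Shares were taken of the 17433 listed full-length reads, and each was given with its exact Clopper-Pearson 95% confidence interval. The effective number of isoforms was the exponential of the Shannon entropy, with a 95% percentile interval from 10000 multinomial draws. Rarefaction gave the number of isoforms expected at 10, 25, 50 and 75% of the reads by the exact hypergeometric formula. The relation between reads and isoforms across loci was tested with Pearson's r on log10 values and with Spearman's rho, by two-sided permutation tests with 100000 resamples. Because a locus with several isoforms must hold at least 2 reads for each, r was also compared with 10000 shuffles of the read counts over isoforms, a comparison added after the data were seen. The isoforms named are the 10 with the most reads, and the loci named are the 5 with the most reads; this rule, the main settings and most alternatives were fixed before the data were examined. The exact interval, entropy and rarefaction functions were tested on simulated data. The percentile interval of the effective number was not tested.

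The forward primer and the anchor primer were searched on both strands of the 25 primary chromosome sequences of hg38, which is GRCh38, the build the authors mapped to. Sites with no mismatch were taken as exact. A wider search allowed 3 mismatches in all with the last 10 bases at the 3′ end exact. Annotation came from GENCODE version 44, and matches in the sense direction were also counted in its transcripts. Positions are 1-based.

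With 1 library there is no replicate error, no group comparison and no test between conditions. The intervals cover counting error alone. The labels mention no molecular identifiers, so PCR copies of 1 cDNA molecule were counted as separate reads, and shares may also follow product length and amplification efficiency. The alternatives tried were minimum counts of 5, 10 and 50 reads per isoform, the header total as denominator, the deposited fraction, Wilson intervals, the inverse Simpson index, other cumulative shares, and the correlation without the leading locus.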

Results

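To learn which transcripts start from exon 1 of *IGF1R-AS1*, an antisense long non-coding RNA transcribed within *IGF1R*, the 3′ RACE products of VCaP prostate cancer cells were sequenced as full-length PacBio reads. The data comprise 1 library without replicates. The file header stated 19296 full-length reads in total. Of these, 17433 reads (90.3%) were assigned to the 312 collapsed isoforms listed, and the isoforms fell into 214 loci. All shares below are of the 17433 listed reads unless stated otherwise, and their 95% intervals are exact Clopper-Pearson intervals that cover counting error alone.

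The position from which the products were amplified was examined first. The forward primer, ACTATGTTTCAGCGGCTGGT, had 1 exact match in GRCh38, on the minus strand of chromosome 15 from 98843896 to 98843915. This site lay in intron 2 of *IGF1R* (ENST00000650285.1, a plus-strand transcript of 21 exons), which spans 98708108 to 98891324 on chromosome 15. No GENCODE version 44 exon of *IGF1R* overlapped the primer, and no annotated minus-strand gene covered it. The 60 bases that follow the primer in the direction of synthesis (chromosome 15, 98843895 down to 98843836) read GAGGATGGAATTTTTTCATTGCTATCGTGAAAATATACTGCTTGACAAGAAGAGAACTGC. The nearest annotated minus-strand gene downstream was the long non-coding RNA gene ENSG00000287191.2, at 98831666 to 98840189. Its 5′ end was separated from the primer site by 3706 bp. The gene has 2 annotated transcripts, ENST00000689645.1 with exon 1 at 98840000 to 98840189, exon 2 at 98839791 to 98839896 and exon 3 at 98831666 to 98831959, and ENST00000670949.1 with exon 1 at 98840000 to 98840147 and exon 2 at 98839292 to 98839896. The anchor primer, GACCACGCGTATCGATGTCGAC, had 0 exact matches in the genome. When 3 mismatches were allowed with the last 10 bases exact, the forward primer had 23 sites and the anchor primer had 0.

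**Figure D1:**
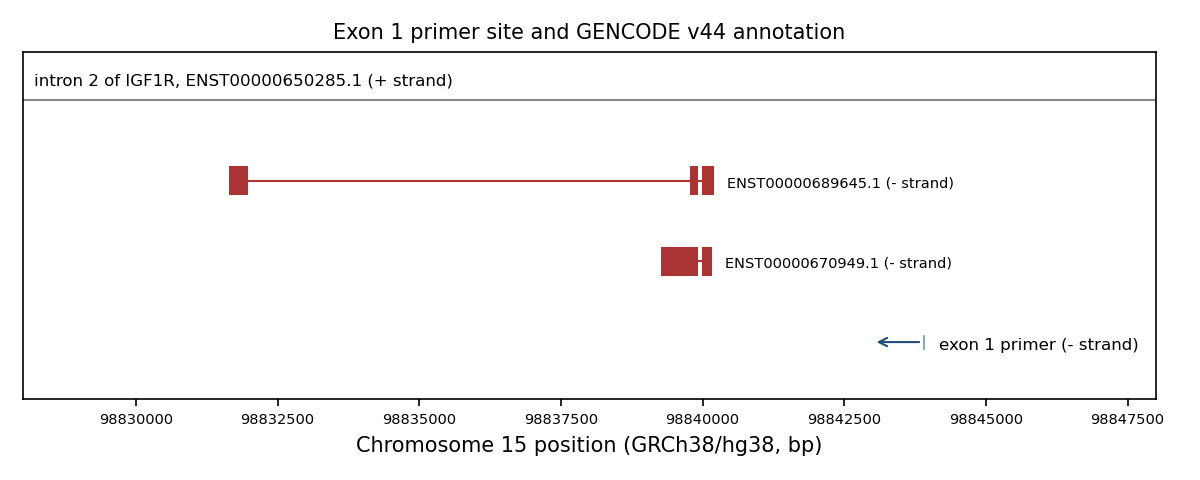
Map of chromosome 15 (GRCh38, position in bp) around the forward primer, with exons of the 2 annotated transcripts of ENSG00000287191.2 as boxes and introns as lines; the arrow gives the direction of synthesis from the primer and its length has no scale. The primer site at 98843896 lies 3706 bp beyond the 5′ end of the annotated antisense gene, inside intron 2 of *IGF1R*.

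The distribution of reads over loci was examined next, to see how far the library was concentrated on one locus. The locus with the most reads, PB.26, held 2572 reads, a share of 14.8% (95% interval 14.2 to 15.3%). PB.106 followed with 2191 reads (12.6%, interval 12.1 to 13.1%), and the intervals of these loci did not overlap. PB.112 held 1272 reads (7.30%, interval 6.91 to 7.69%) and PB.206 held 1197 reads (6.87%, interval 6.495 to 7.25%). These intervals overlapped, so the order of PB.112 and PB.206 was not resolved by their intervals at this depth. PB.137 ranked next with 1056 reads (6.06%, interval 5.71 to 6.42%). Together the 5 loci held 8288 reads, or 47.5% (interval 46.8 to 48.3%). It took 6 loci to reach 50% of the reads and 41 loci to reach 90%. A total of 28 loci held at least 100 reads each and contained 84.6% of the reads, whereas the median locus held 7 reads and 53 loci held 2 reads each. Restricting the table to isoforms with at least 50 reads moved the share of the leading locus most among the count minimums, to 16.7%, while the header total as denominator lowered it to 13.3%.

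Isoform shares followed the same ranking for the leading loci. The most abundant isoform was PB.26.3, with 2557 full-length reads (14.7%, interval 14.1 to 15.2%). PB.106.1 held 2191 reads (12.6%, interval 12.1 to 13.1%), so the leading isoform exceeded the second 1.17-fold, beyond counting error. PB.112.1 held 1272 reads (7.30%, interval 6.91 to 7.69%). Next came PB.206.6 with 1133 reads (interval 6.14 to 6.88%), whose interval lay just below that of PB.112.1. PB.137.1 held 1051 reads (6.03%), PB.153.1 held 1001 reads (5.74%) and PB.87.1 held 980 reads (5.62%). The intervals of these 3 isoforms overlapped one another, extending from 5.28% for the lower bound of PB.87.1 to 6.39% for the upper bound of PB.137.1, and that of PB.137.1 also overlapped the interval of PB.206.6. A gap followed: PB.57.2 held 470 reads (2.70%, interval 2.46 to 2.95%). PB.69.9 held 435 reads (interval 2.27 to 2.74%) and PB.185.1 held 409 reads (interval 2.13 to 2.58%), and both intervals overlapped that of PB.57.2. The 10 isoforms came from 10 different loci and together held 11499 reads, or 66.0% (interval 65.3 to 66.7%).

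**Figure D2:**
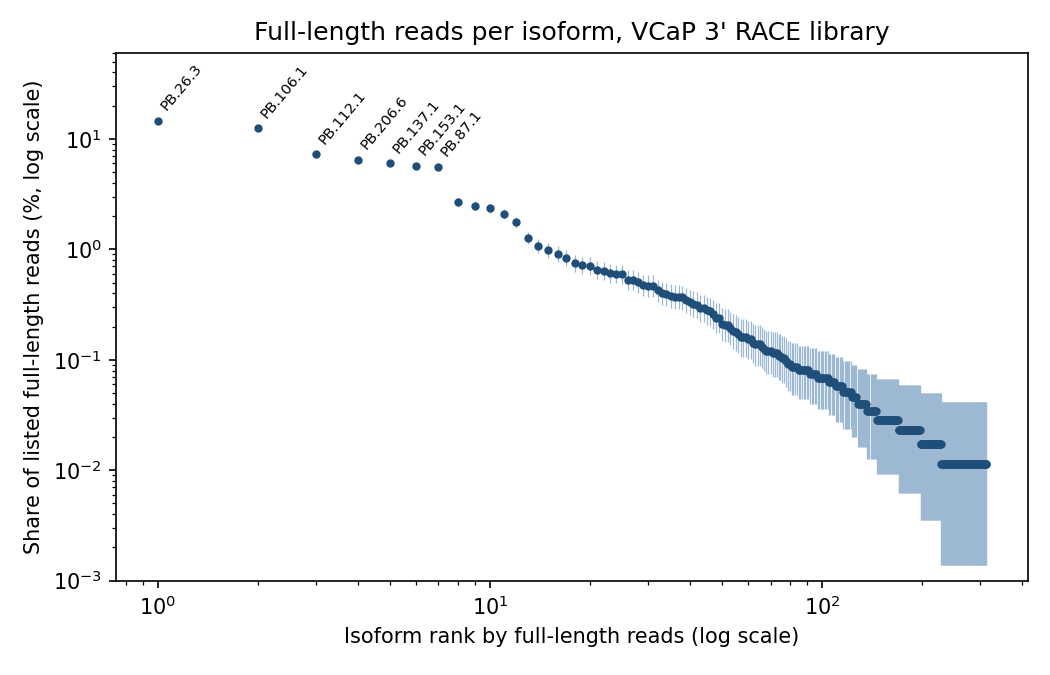
Share of the listed full-length reads (%, log scale) held by each of the 312 isoforms, ordered by rank (log scale); points are single values from 1 library and bars are exact 95% intervals. Shares fall from 14.7% for PB.26.3 to the 84 isoforms with 2 reads each, with a step between the seventh isoform (5.62%) and the eighth (2.70%).

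At the lower end, the smallest count was 2 reads and no isoform was listed with 1 read. There were 84 isoforms (26.9%) with 2 reads, and the median isoform held 5 reads. The 197 isoforms with fewer than 10 reads made up 63.1% of the list but held 713 reads, or 4.09% (interval 3.80 to 4.39%). The number of isoforms needed to reach 90% of the reads was 54. The effective number of isoforms in the whole library was 37.9 (interval 36.6 to 38.6), against the 312 listed. The draws behind this interval could lose listed isoforms but not add any, so it may lie too low. Drawing 50% of the reads at random was expected to retain 284 isoforms and 197 loci with at least 1 read, and 218 isoforms and 158 loci with at least 2 reads. The numbers of isoforms and loci listed thus depended on the depth.

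Isoform use within loci was compared last, since the assay was performed to resolve the isoforms of one locus. The table does not identify that locus, and the loci described here were chosen by their reads alone. The study described several full-length isoforms of its target from this assay. A locus with 1 listed isoform, such as PB.106 or PB.112, is therefore unlikely to be the target. PB.26, with 2 listed isoforms, is also a doubtful candidate. Isoform use in the loci below should not be read as that of *IGF1R-AS1*. PB.26 contained 2 isoforms, PB.26.2 with 15 reads and PB.26.3 with 2557 reads. PB.26.3 therefore held 99.4% of the reads of its locus (interval 99.04 to 99.67%), and the effective number of isoforms in the locus was 1.04 (interval 1.02 to 1.05). At 10% of the reads of PB.26, 1.79 isoforms were expected, and at 25% the expectation was 1.99. PB.106 and PB.112 each had 1 isoform. PB.206 had 6 isoforms, of which PB.206.6 held 94.7% of the reads (interval 93.2 to 95.9%). Isoform number 1 of PB.26 and number 5 of PB.206 were skipped in the list. The isoform counts and shares of both loci therefore cover the listed isoforms only. PB.137 had 3 isoforms, of which PB.137.1 held 99.5% (interval 98.9 to 99.8%). Across the table, 164 of the 214 loci (76.6%) had 1 isoform, and these loci held 8273 reads (47.5%). The other 50 loci had at least 2 isoforms, and 11 loci had at least 4.

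Reads and isoforms per locus were then set against each other. Across the 214 loci of this library, which are not independent replicates, Pearson's r between log10 reads and log10 isoforms was 0.48 (permutation p = 1e-05, the smallest that 100000 resamples can give). Spearman's rho was 0.47 (permutation p = 1e-05). After the 2 loci farthest from the median number of reads were left out, r was 0.50 and rho was 0.47 over 212 loci. A family of 8 such coefficients was computed, and each Benjamini-Hochberg adjusted p was 1e-05. A positive coefficient was partly built in, because every isoform listed had at least 2 reads and the 70 loci with 2 or 3 reads could have 1 isoform at most. When the read counts were shuffled over the isoforms 10000 times with the number of isoforms per locus kept, the median r was 0.44 (95% of shuffles from 0.33 to 0.54), and 18.5% of the shuffles reached the observed value. The relation thus did not exceed what summing isoform counts gives. It also left wide scatter, as PB.69 had the most isoforms of any locus, 9, with 559 reads, while PB.106 had 1 isoform with 2191 reads. PB.69 was singled out after its values were seen.

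**Figure D3:**
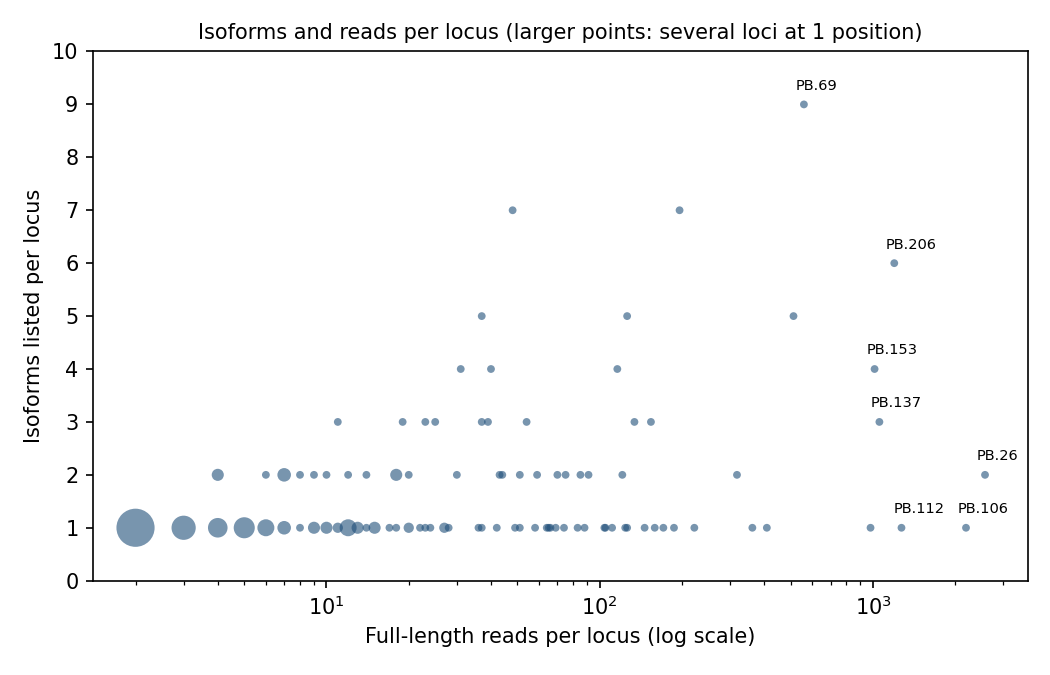
Number of isoforms listed per locus against full-length reads per locus (log scale) for the 214 loci of the library; larger points stand for several loci at the same position, and PB.69 and the 6 loci with at least 1000 reads are named. The correlation (r = 0.48 on log10 values) lies within the range of shuffled counts (0.33 to 0.54), and PB.69, with 559 reads and 9 isoforms, lies above all loci with more reads.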

Values the study reported

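The study located the splice junction that characterises *IGF1R-AS1* at chr15: 98839896-98843675. Its 3′ RACE started from 1 µg of total RNA.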

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

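The test in this part was chosen after the result was seen. The header total included 1863 full-length reads that belonged to none of the isoforms listed, or 9.65% of the 19296 reads (exact 95% interval 9.24 to 10.1%). They were singled out because they lie outside the isoform counts used in the report. The header total with non-full-length reads differed from the full-length total by 0 reads. This excludes no source, because the 1863 reads were counted within the full-length total from the start. What remains open is where the reads went. The header counts reads mapped or unmapped, so reads without an accepted alignment may be among them. Isoforms dropped from the list are another possibility, as 2 isoform numbers were skipped, number 1 of PB.26 and number 5 of PB.206. The reads behind these numbers are not known. Dropped isoforms, unmapped reads and any loss at the clustering step before mapping therefore cannot be told apart. No biological explanation was tested, as the design has a single group.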

How the results depend on the processing

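The rarefaction of the whole library, the shuffling of read counts over isoforms, the thinning of loci, the addition of unlisted reads to the leading locus and the correlation without 2 loci were chosen after seeing the data; the other alternatives were fixed before. With isoforms of at least 5, 10 and 50 reads, the table kept 169, 115 and 44 isoforms and 130, 94 and 42 loci. Fewer isoforms by construction raised the remaining shares. The share of the leading locus became 15.4% at 10 reads and 16.7% at 50 reads, and that of the leading isoform 15.3% and 16.7%. At 50 reads the leading locus kept 1 isoform, with 100% of its reads and an effective number of 1, and 24 isoforms held 90% of the reads.

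With the header total as denominator, the leading locus held 13.3% (13.33% from the deposited fraction), the leading isoform 13.3% (13.25% from the deposited fraction), and isoforms with fewer than 10 reads 3.695%. Of the listed reads, 4.09% lay in isoforms with fewer than 10 reads and 2.14% in isoforms with fewer than 5. Had every unlisted read belonged to the leading locus, its share would have been 23.0%. Reaching 95% of the reads took 101 isoforms and reaching 99% took 226. The inverse Simpson index of the leading locus was 1.01, and without the leading isoform 1 isoform remained there. The primer had 23 sites rather than 1 when 3 mismatches were allowed.

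Wilson intervals leave each share as it is by construction. The correlation across loci was positive in the 3 alternatives run, with r from 0.44 to 0.50. This says little, since shuffling the read counts over isoforms gave a median r of 0.44. At lower depth, 50% of the reads would give 218 isoforms and 158 loci with at least 2 reads, 25% would give 153 and 119, and 10% would give 92.6 and 80.6. No replicate could be left out, and no paired analysis was possible because there is 1 library.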

Other observations

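The 3-mismatch primer search and the minimum of 50 reads were planned as alternatives before the data were examined, and the other tests in this part were chosen after the results were seen. Reads were spread over 214 loci although the product was amplified with a gene-specific primer that had 1 exact genomic site. Transcripts that start from the same exon 1 overlap, so they would be expected to collapse into 1 locus, and the table does not say which locus that is. Under that assumption, whichever locus it was, at least 85.2% of the listed reads lay elsewhere. The study reported several full-length isoforms of its target from this assay. PB.26, which sets the bound, had 2 listed isoforms, so the share elsewhere may be higher. Loci with more listed isoforms held fewer reads, such as PB.206 with 6 isoforms (6.87%) and PB.69 with 9 (3.21%). Reads not listed for the target do not change the finding that most reads lay elsewhere. If every unlisted read had belonged to the leading locus, 77.0% of all reads would still have fallen outside it. Clusters of few reads were argued against as the cause, since among isoforms with at least 50 reads the leading locus held 16.7% and 42 loci remained. Near-complete primer matches elsewhere in the genome were too few to make up the list of loci. There were 23 sites with up to 3 mismatches, of which 22 were not the exact site, against 213 further loci. They stay open for part of the reads, because the 22 loci ranked after the first held 66.6% of the listed reads. If the first locus is not the target, 22 loci that include it could hold more. However, 0 of the 62700 genes in GENCODE version 44 had such a match in the sense direction of an annotated transcript, which leaves unannotated products. Shorter matches at the 3′ end of the primer may have contributed. In the same annotation, 169 genes had a transcript with the last 10 primer bases in the sense direction, 8 genes had the last 12, and 0 had the last 14. No control sequence was searched, so these numbers may be no more than an arbitrary primer would give. Whether these genes are the loci listed cannot be told apart from other sources of product, such as other libraries in the same run, because the isoforms came with no positions or sequences here. Read shares in this table are therefore best taken as shares of the amplified product and not as expression levels.

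PB.69 had 9 isoforms, the most in the table, although 7 loci had more reads, of which 3 had a single isoform and the highest had 6. Whether PB.69 stood apart from other loci depended on the depth of the comparison. At 300 reads, 8.54 isoforms were expected in PB.69 and at most 5.12 in the 11 other loci of that depth. With at least 2 reads per isoform, the values were 7.12 and 4.11. PB.12 and PB.64 were too shallow for that depth. When the 46 loci with at least 48 reads were thinned to 48 reads, PB.69 did not lead. Then 7 isoforms were expected in PB.64, which had 48 reads in all and so was not thinned. The values were 5.47 in PB.12 and 5.25 in PB.69, and at most 2.82 in the 7 loci with more reads than PB.69. Isoforms of few reads may account for the lead of PB.69 in the full list, as 5 of its 9 isoforms had fewer than 10 reads. Among isoforms with at least 10 reads PB.69 had 4, and the highest number in any other locus was also 4. The leading isoform of PB.69, PB.69.9, held 77.8% of the reads of its locus (exact 95% interval 74.1 to 81.2%), a lower share than the 99.4% of PB.26.3 in PB.26. Whether the rare isoforms are separate transcripts or truncated and misclustered products was not tested, and a biological difference between the loci stays untested.

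Exon 2 of both annotated antisense transcripts, ENST00000689645.1 and ENST00000670949.1, has its 5′ edge at position 98839896 of chromosome 15. This coordinate is the same as the lower end of the junction quoted from the study above. The primer site itself lies outside both annotated transcripts. The study discussed both transcripts and described their structures as different from its predicted *IGF1R-AS1* isoform. It reported that most full-length isoforms from the assay shared a junction leaving the first exon, at the splice sites it had predicted.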
